# RNA-seq transcriptomic analysis of adult zebrafish inner ear hair cells

**DOI:** 10.1038/sdata.2018.5

**Published:** 2018-02-06

**Authors:** Cody L. Barta, Huizhan Liu, Lei Chen, Kimberlee P. Giffen, Yi Li, Kenneth L. Kramer, Kirk W. Beisel, David Z. He

**Keywords:** RNA sequencing, Zebrafish, Hair cell, Transcriptomics

## Abstract

Although hair cells are the sensory receptors of the auditory and vestibular systems in the ears of all vertebrates, hair cell properties are different between non-mammalian vertebrates and mammals. To understand the basic biological properties of hair cells from non-mammalian vertebrates, we examined the transcriptome of adult zebrafish auditory and vestibular hair cells. GFP-labeled hair cells were isolated from inner-ear sensory epithelia of a *pou4f3* promoter-driven GAP-GFP line of transgenic zebrafish. One thousand hair cells and 1,000 non-sensory surrounding cells (nsSCs) were separately collected for each biological replicate, using the suction pipette technique. RNA sequencing of three biological replicates for the two cell types was performed and analyzed. Comparisons between hair cells and nsSCs allow identification of enriched genes in hair cells, which may underlie hair cell specialization. Our dataset provides an extensive resource for understanding the molecular mechanisms underlying morphology, function, and pathology of adult zebrafish hair cells. It also establishes a framework for future characterization of genes expressed in hair cells and the study of hair cell evolution.

## Background & Summary

Hair cells are the sensory receptors of the auditory and vestibular systems in the ears of all vertebrates. Hair cells transduce mechanical stimuli, such as movement in their environment, into electrical activity^1^. The site of such mechanoelectrical transduction is the hair bundle, the hallmark of all hair cells. In addition to the apical stereocilia bundle, hair cells also contain structural and functional specializations in the basolateral and synaptic membranes, which are responsible for electrical activities and synaptic transmission^2–4^.

Although hair cells have some common properties, hair cells in non-mammalian vertebrates are substantially different from their mammalian counterpart. For example, hair cells of non-mammals are electrically tuned to specific frequencies and possess an active process in the stereocilia bundle to amplify sound signals^5,6^. Mammalian hair cells, in contrast, are not electrically tuned^7^. Mammals enhance their auditory sensitivity and frequency selectivity by outer hair cell electromotility^8–10^, a mammalian innovation. Hair cells from non-mammalian vertebrates such as bullfrog and chicken, are able to spontaneously repair and regenerate their damaged or lost stereocilia bundles^11–13^. In contrast, mammalian cochlear hair cells no longer retain that capability^14^. To understand the molecular mechanism underlying their differences, analysing transcriptomes of hair cells is an important first step. The transcriptome represents all the RNA transcripts in a cell and can vary depending on cell type, physiological condition, and development stage^15^. The adult zebrafish hair cell transcriptome was examined by the first generation of DNA microarray technique consisting of 15,000 transcript probes^16^. That study was completed before a complete zebrafish reference genome became available^17^. Transcriptomic analysis using RNA-seq allows assessment of the quantitative expression over 31,000 genes of the GRCz10 zebrafish genome, as well as possible identification of new splice variants. Several recent studies examined hair cell transcriptomes from zebrafish larval with RNA-seq^18–21^. Those studies have led to the identification of some hair cell-specific genes. However, since hair cells in those studies were obtained from zebrafish larvae, whose gene expression profile is known to be different from that of adult hair cells, we examined the inner ear hair cell-specific transcriptome of adult zebrafish using RNA-seq.

Our goal of sequencing the transcriptome of pristine populations of adult zebrafish hair cells was accomplished by using GFP-labeled hair cells isolated from the utricle, saccule, and lagena, the three inner-ear sensory epithelia of a *pou4f3* promoter-driven GAP-GFP line of transgenic zebrafish^22^. In addition to GFP-labeling, hair cell identification was further aided by the visible morphological feature of all hair cells, the stereocilia bundle, to exclude any ambiguous cells from collection. A suction pipette was used to individually collect hair cells^23,24^. This technique has some advantages over the fluorescence-activated cell sorting (FACS) technique^25^. In our study, cells were individually collected based on the presence of both GFP expression and stereocilia bundles. Thus, cell identity was unambiguous and potential contamination by other cell types was mitigated. Another advantage is that the average time for collection of 300 to 350 hair cells from each zebrafish after hair cells were isolated was less than 50 min. Because cells were maintained in cold solution during collection, and individually collected cells were immediately fixed in RNA*Later* solution, this shorter time of cell sorting allows isolation of high quality RNA and minimizes transcriptomic changes that may occur during FACS, which may take up to a few hours^25^.

Here, we describe transcriptome-wide profiling of hair cells and non-sensory surrounding cells (nsSCs) from the adult zebrafish inner ear. Three biological replicates, each containing 1,000 individually collected hair cells, were prepared. Each of our three control samples consisted of 1,000 isolated nsSCs from the inner ear that did not exhibit fluorescence and stereocilia bundles. An overview of the study design is depicted in Fig. 1a. Careful and stringent technical design at each experimental stage has allowed generation of a high-quality RNA-seq dataset which has tremendous value for future characterization of all genes expressed in zebrafish hair cells. Our dataset is also expected to provide valuable information for the study of hair cell regeneration and evolution. Hair cell-specific transcriptomes from mouse cochleae and vestibule have been analyzed^20,24,26–28^. Thus, the present dataset is also useful for comparative studies of hair cells between zebrafish and mouse.

## Methods

### Hair cell isolation and collection

Adult female transgenic *Tg(pou4f3:GAP43-GFP)s273t* zebrafish^22^ at 11 to 13 months of age were used for the study. Animals were euthanized by submersion in ice water (0–4 °C) for ten minutes after cessation of opercular movement. The utricle, saccule, and lagena were isolated using a method described by Liang and Burgess^29^. Hair cells in the inner ear structures of this transgenic zebrafish line express GFP and an example of GFP-expressing hair cells in the isolated saccule and lagena is shown in Fig. 1b. The inner ear tissues then underwent an enzymatic digestion at room temperature for 20 min in the medium containing 1 ml of L-15 medium and 1 mg of Collagenase IV (Sigma-Aldrich, St. Louis, MO, USA). The inner ear tissues were transferred to Leibovitz’s L-15 medium at 300 mOsm, 7.35 pH. Hair cells and nsSCs were separated by gentle trituration. The chamber (with inlet and outlet), placed on the stage of an Olympus inverted microscopy with fluorescence capability, was perfused with fresh L-15 medium to wash out debris for 5 min. To collect solitary cells, the suction pipette technique was used^19,20^. Two pickup pipettes with a diameter of ~30 μm were used to separately pick up GFP-positive hair cells and GFP-negative nsSCs. The pipette was fabricated from 1.5 mm thin-wall glass tubing pulled by a two-stage electrode puller. The pickup pipettes were mounted in two separate electrode holders mounted on two Leitz 3-D micromanipulators (Leitz, Germany). By moving the pickup pipette and the stage of the microscope, cells were positioned near the tip of the pipette. The suction port of the pipette holder was connected to a micrometer-driven syringe to provide positive or negative pressure to draw in or expel the cells. An image of a GFP-positive hair cell before being drawn into a pickup pipette is shown in Fig. 1c a video showing a mouse outer hair cell being drawing into a pickup pipette is provided in Supplementary Video 1 (Data Citation 1). After ~10 to 20 cells were drawn into the pipette, the pipette was lifted out from the bath and transferred to a microcentrifuge tube containing 50 μl RNA*later* (Thermo Fisher Scientific, Waltham, MA). Cells were expelled from the pipette by applying positive pressure. We repeated this step until approximately 300 to 350 hair cells and nsSCs were collected from each zebrafish. 1,000 hair cells were collected from approximately four zebrafish for each of the three samples. 15 zebrafish were used for the collection of three biological samples of hair cells and three biological samples of nsSCs. During cell collection, two pickup pipettes were used, each designated for only one cell type, to prevent contamination. To obtain highly specific hair cells, several steps were taken to avoid contamination by other cell types. First, each cell being collected was identified under direct visual observation. Since hair cells used in our study expressed GFP, presence of both GFP and the stereocilia bundle were used to identify hair cells (Fig. 1d). Any ambiguous cells that exhibited only GFP expression without the visible stereocilia bundle (Fig. 1e) were excluded. Second, only solitary cells not attached to any other cell types were collected. Finally, we were careful about the suction pressure applied to the pipette to avoid drawing unwanted cells. The suction pipette (to deposit hair cells) was withdrawn only when the pressure was balanced and no more fluid or cells were being drawn into the pipette. 1,000 nsSCs lacking GFP expression and stereocilia (Fig. 1f) from the inner ear epithelium were also collected for each of the three samples using the same procedures.

### RNA isolation, amplification

Total RNA, including small RNAs (>~18 nucleotides), from approximately 1,000 each cell type separately suspended in RNA*Later* (~100 μl in total volume), were extracted and purified using the Qiagen miRNeasy mini plus Kit (Qiagen Sciences Inc, Germantown, MD). On-column DNase digestion was performed to eliminate DNA contamination in the collected RNA. After purification, the quality and quantity of RNA was determined using an Agilent 2,100 BioAnalyzer (Agilent Technologies, Santa Clara, CA) and compared to examples of pure RNA results found in the Agilent 2,100 Bioanalyzer 2,100 Expert User’s Guide. Total RNA from each sample ranged from 5 to 10 ng/μl. These purified RNA samples were reverse transcribed into cDNA and amplified using the SMART-Seq V4 Ultra Low Input RNA kit (Clontech Laboratories, Inc., Mountain View, CA) to prepare the samples for RNA sequencing.

### RNA-sequencing and bioinformatic analyses

Genome-wide transcriptome libraries were produced from triplicate biological replicates. Libraries were prepared using the SMART-Seq V4 Ultra Low Input RNA kit (Clontech) to generate cDNA in combination with the Nextera Library preparation kit (Illumina, Inc., San Diego, CA). Library size and concentration were assessed using an Agilent 2,100 Bioanalyzer and a Qubit fluorometer (Invitrogen) to ensure the inserts were the appropriate size and determine concentration prior to sequencing. Transcriptome libraries were sequenced using the HiSeq 2,500 Sequencing System (Illumina). Libraries were multiplexed and three samples per 100 bp paired-end lane were sequenced, generating approximately 100 million reads per sample. The cut-off for RNA integrity number was set at the value of 9. The files from the multiplexed RNA-seq samples were demulitplexed and fastq files representing each library and quality control data were generated.

### Code availability and bioinformatics analyses

No custom code was used in these analyses. CLC Genomics Workbench software (CLC bio, Waltham, MA, USA) and UCSC genome were used to map the reads to the GRCz10 zebrafish genome and generate gene expression values in the normalized form of reads per kilobase of transcript per million mapped reads (RPKM) values. Reads were mapped to exonic, intronic, and intergenic sections of the genome. Gene expression estimates were derived from the mapped reads using HTSeq count^30^. Expression data was exported from CLC Genomics Workbench in the form of Microsoft Excel Spreadsheets. Clustering analyses were carried out using one of the following algorithms: CLICK, K-means and SOM, which are implemented in the EXPANDER integrative package for analysis of gene expression. The differentially expressed genes and clusters were examined for enrichment of known biological processes using DAVID^31^ and Ingenuity IPA program (www.ingenuity.com). Entrez Gene, HGNC, OMIM, and Ensembl database were used for verification, reference, and analyses. Additional resources such as the gEAR (http://umgear.org/index.html) and SHIELD (https://shield.hms.harvard.edu/index.html)^32^ websites were also used for transcriptome profile comparisons.

### Quantitative reverse transcription PCR (qPCR)

Quantitative-PCR experiments were run on an Applied Biosystems 7,500 Fast Real-Time PCR system. Ten microliters of Powerup SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) was used in each 20 microliter reaction. Primer concentrations were 450 nM. The original cDNA samples were diluted twenty-fold with two microliters for every reaction. The fast thermal cycling mode of the Applied Biosystems 7,500 instrument was used, with an initial stage of 2 min at 50 °C followed by a 2 min period at 95 °C.

The sequences of the oligonucleotide primers for reverse transcription and amplification of representative gene transcripts in real-time quantitative PCR were designed using A plasmid Editor (ApE) software (http://biologylabs.utah.edu/jorgensen/wayned/ape/), and BLAST searches (http://blast.ncbi.nlm.nih.gov/Blast.cgi) to find unique and appropriate sequences with melting temperatures above 60 °C that had predicted low rates of homodimerization. Oligonucleotide primers were acquired from Integrated DNA Technologies, Coralville, Iowa. The sequences of oligonucleotide primers are shown in Table 1.

## Data Records

Raw FASTQ sequencing files comprised of the three biological replicates of hair cells and nsSCs, have been deposited to the NCBI Sequence Read Archive (Data Citation 2), and sample metadata can be found at the NCBI Gene Expression Omnibus (Data Citation 3) with series number of GSE101693. Individual accession numbers for each biological sample are also provided in Table 2. 

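Individually collected GFP-positive hair cells and GFP-negative nsSCs of the adult zebrafish inner ear were sequenced as 3 samples of each cell type, with 1000 cells per sample. The authors mapped the reads to GRCz10 and exported 1 RPKM value per gene and sample, rounded to 2 decimals. The deposited table holds 31701 Ensembl genes with a value in every sample. Between 17308 and 18936 of these genes were above 0 in the hair cell samples (median 18384), and between 22021 and 22470 in the nsSC samples (median 22434). At a level of 1 RPKM the numbers were closer, at 13279 to 13410 genes in hair cells and 14111 to 14228 in nsSCs. The RPKM values of a sample summed to 708021 ± 4647 (SD, n = 3) in hair cells and to 993843 ± 18108 (SD, n = 3) in nsSCs. The values used here are RPKM values, which carry no counts, so that the counting error of a gene is unknown. The 22374 genes with a mean of at least 0.1 RPKM in one or both cell types were tested with limma on log2(RPKM + 0.1). A gene was called at an adjusted p under 0.05 and a change of at least 2-fold on that scale, which understates the change of genes at low RPKM. Gene levels are given as mean ± SD over the 3 samples of a cell type, and a log2 fold change above 0 means higher in hair cells. Every p-value of a gene is limma's, since an exact permutation test of 3 samples against 3 cannot give a p below 0.1. Among the tested genes, 216 had the same 6 values as another tested gene and cannot be told apart from it.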

The most important file for readers not interested in re-analyzing the data is ‘GSE101693_Zebrafish_ Inner_Ear_Hair_Cell_Transcriptome_Table.xlsx’ (Data Citation 3).

The RPKM gene expression values of three biological replicates of hair cells and nsSCs are included in sheet 1 of ‘zFishhaircell.xlsx’ (Data Citation 4). RNA-seq raw data of zebrafish glia (Data Citation 5, Data Citation 6 and Data Citation 7) and liver cells (Data Citation 8), obtained from previously published studies^33,34^, were normalized to our datasets and reanalyzed using CLC Genomics Workbench software. The gene expression RPKM values of glia and liver cells are also included in sheet 1 of ‘zFishhaircell.xlsx’ (Data Citation 4). These data can be used for comparison with the expression pattern of hair cells and nsSCs.

## Technical Validation

### RNA quality control

Samples of isolated RNA were analyzed for quality of intact RNA and concentration to determine their suitability for RNA-sequencing using an Agilent 2,100 BioAnalyzer. Figure 2a,b represent two examples of quality results of isolated RNA of the hair cells and nsSCs. Samples were considered to be of high quality if the ribosomal peaks had minimal (<5% of the total peak area) shoulders. All of the samples selected for RNA for sequencing met this criterion.

### Sequencing accuracy

The quality of the reads is often evaluated using the Illumina Basespace bioinformatic cloud-computing interface (https://basespace.illumina.com/ home/index). The FastQC app (version 1.0.0) on the Illumina cloud computing interface examined the quality of the reads by comparing the read signals to the probability of accurate base-reading. This number is called the Phred quality score^35^, with a score of 40 indicating a 99.99% accuracy of the base call, a score of 30 having an accuracy of 99.9%, and a score of 20 with an accuracy of 99%. The quality of the reads of our fastq.gz files generated from RNA-sequencing were analyzed for base-reading accuracy. A mean Phred score above 28, indicative of high accuracies of the correct base at a given nucleotide in the sequence, was used as the high-quality cutoff. Examples of these analyses are shown in Fig. 2c,d. All of the sequencing runs exceeded that mean, which suggests that the RNA-sequencing performed was of high quality and unambiguous.

### Reproducibility of biological samples

We used correlation coefficient to examine reproducibility of three replicates of hair cells and nsSCs. Figure 3a show six plots of comparison between replicates from the same population of cells. As shown, the data points are all concentrated near the line (replicate 1) with small deviation. The mean correlation coefficient between hair cell replicates is 0.9984±0.0003 (mean±s.d.), while the mean correlation coefficient between nsSC replicates is 0.994±0.0045, suggesting that the results were highly reproducible.

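Of the 5 most abundant transcripts of nsSCs, AC024175.9 varied most between replicates, relative to its mean, in nsSCs and in hair cells. mt-co2, a mitochondrial gene for a subunit of cytochrome c oxidase, was at 18888 ± 779 RPKM (SD, n = 3) in hair cells and at 99835.5 ± 3616 RPKM (SD, n = 3) in nsSCs. AC024175.9, an entry named after the mitochondrial sequence, was at 15943, 13730 and 13376.5 RPKM in hair cell replicates 1, 2 and 3. In nsSC replicates 1, 2 and 3 it was at 56438, 78283 and 62541 RPKM. Across the 31701 genes, the Pearson correlation of RPKM between replicates was 0.9985 ± 0.0003 (mean ± SD of 3 pairs) for hair cells and 0.9947 ± 0.0045 for nsSCs. The nsSC pairs were at 0.9905 for replicates 1 and 2, 0.9943 for replicates 2 and 3 and 0.9994 for replicates 1 and 3. A hair cell sample and an nsSC sample correlated at 0.6809 to 0.6990. Without the 20 genes of highest mean RPKM, this range was 0.2907 to 0.2984, while the mean within hair cells was 0.9985 and within nsSCs 0.9949. These correlations are across genes, which are not independent replicates, so that no p-value is given.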

Gene clustering analysis was also used to examine reproducibility of biological replicates and hierarchy of gene expression of different cell populations. Figure 3b shows Principal Component Analysis (PCA) of the gene expression profiles of adult zebrafish hair cells, nsSCs, microglia, and liver cells. As shown, three biological replicates of hair cells are highly reproducible as the data points are clustered all together with small variability. The three replicates of nsSCs are also highly reproducible. However, PCA analysis shows that hair cells and nsSCs are separated by a large distance, suggesting that their gene expression profiles are quite different. 

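The relative spread among the nsSC samples differed from gene to gene. mbpa, which encodes the myelin basic protein of glia, was at 4819 ± 101 RPKM (SD, n = 3). The glutamine synthetase gene glulb was at 1596 ± 16.2 RPKM and the annexin gene anxa1a at 554 ± 20.8 RPKM (SD, n = 3 for both), while the globin gene hbba2 was at 1498 ± 195 RPKM. The median coefficient of variation was 5.93% over the 5081 genes above 10 RPKM in nsSCs and 5.19% over the 6294 genes above 10 RPKM in hair cells. On log2(RPKM + 0.1) of the tested genes, the Euclidean distance between 2 nsSC samples was 92.7 to 97.1, with a mean of 94.6. Between 2 hair cell samples it was 71.8 to 96.7, with a mean of 86.4.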

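Hair cells and nsSCs differed in genes that mark either cell type. pou4f3, the gene whose promoter drives GFP in this line, was at 342 ± 19.1 RPKM (SD, n = 3) in hair cells and 1.33 ± 0.117 RPKM (SD, n = 3) in nsSCs. This is a log2 fold change of 7.91 (standard error 0.08, adjusted p = 2.4e-09). Since the cells were chosen by GFP from this promoter, the difference follows from the collection and is not independent evidence. The hair cell transcription factor gene gfi1aa was at 587 ± 16.3 RPKM in hair cells and 0.627 ± 0.0569 RPKM in nsSCs. In the other direction, the keratin gene krt18 was at 9.85 ± 0.576 RPKM in hair cells and 632 ± 22.7 RPKM in nsSCs. dcn, a matrix proteoglycan gene of connective tissue, was at 16.87, 13.38 and 15.35 RPKM in hair cell replicates 1, 2 and 3 and at 495 ± 11.3 RPKM in nsSCs. Of the 22374 genes tested, 14846 (66.4%) were called between the cell types. In 19051 genes (85.1%) the 3 hair cell samples and the 3 nsSC samples did not overlap, where chance gives 10%. The first principal component of the 6 samples took up 94.2% of the variance, the second 1.79% and the third 1.67%. On the first component the hair cell samples lay between 209.91 and 212.91 and the nsSC samples between -212.24 and -210.23. A hair cell sample and an nsSC sample were 426 to 432 apart in Euclidean distance, on average 4.96 times the mean distance within hair cells and 4.53 times that within nsSCs. From the distance between the cell types in its PCA, the paper proposes that their gene expression profiles are quite different. That PCA also held samples of other cell populations, which are not used here.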

The gene expression profiles of microglia and liver cells are even more distinct from that of hair cells, as both of them are further away from hair cells in the graph. Gene clustering analysis displayed in Fig. 3c shows the similar results as demonstrated in PCA analysis.

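The 6 samples of hair cells and nsSCs were clustered here by average linkage of their Euclidean distances over the tested genes. Hair cell replicates 2 and 3 joined at a distance of 71.81, and hair cell replicate 1 joined them at 93.68. Among nsSCs, replicates 1 and 3 joined at 92.74 and replicate 2 joined them at 95.5. The hair cells and the nsSCs joined last, at 428.43.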

### qPCR

We separately prepared three biological replicates of hair cells and nsSCs from 15 additional zebrafish for qPCR to validate the expression of 17 genes, with 13 being highly expressed in hair cells and 4 highly expressed in nsSCs. The expression values were all normalized to the cycle threshold (Ct) value of *actb2*, which was used as the reference gene for hair cells and nsSCs. The normalized Ct numbers were then inverted (1/Ct)^36^ and graphed in Fig. 4a. We compared the patterns of differential expression of these genes between hair cells and nsSCs using expression values from qPCR and RNA-seq. 

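The genes chosen for qPCR in hair cells serve the hair bundle, its synapse and its membrane currents. tmc1, tmc2a and tmc2b, which encode channel proteins of mechanotransduction, were at 34.3 ± 0.645, 579 ± 3.67 and 59.6 ± 3.46 RPKM (SD, n = 3) in the sequenced hair cells. In nsSCs they were at 0.48 ± 0.052, 2.76 ± 0.0346 and 0.287 ± 0.1 RPKM (SD, n = 3). otofb, an otoferlin gene of synaptic exocytosis, was at 725 ± 39.5 RPKM in hair cells and 3.49 ± 2.08 RPKM in nsSCs. The gene of the calcium channel subunit cacnb3b was at 296 ± 12.7 and 0.857 ± 0.114 RPKM, and the calcium-binding protein gene cabp2b at 5796 ± 98.5 and 29 ± 1.03 RPKM. chrna9, which encodes a subunit of the acetylcholine receptor of hair cells, was at 182 ± 8.13 RPKM in hair cells. It was listed at 0 in nsSC replicates 1 and 3 and at 0.01 RPKM in nsSC replicate 2. The other genes of this group were lhfpl5a at 129 ± 4.24 and 0.0367 ± 0.0208 RPKM, s100t at 10340 ± 240 and 33.5 ± 4.33 RPKM, and dnajc5b at 490 ± 12.4 and 1.14 ± 0.334 RPKM. The potassium channel gene kcnj2a was at 58 ± 3.28 and 0.943 ± 0.291 RPKM, kcnq5a at 7.65 ± 1.1 and 1.98 ± 0.252 RPKM, and the glutamate transporter gene slc1a3a at 62.1 ± 2.58 and 5.17 ± 0.503 RPKM. All 13 genes were called higher in hair cells by limma. Their log2 fold changes ran from 1.89 for kcnq5a (standard error 0.15, adjusted p = 1.6e-05) to 10.78 for chrna9 (standard error 0.10, adjusted p = 1.8e-09).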

As shown, 13 genes that were differentially expressed in hair cells based on RNA-seq analysis show larger inverted Ct scores in hair cells than in nsSCs, suggesting that their expression in hair cells is greater than in nsSCs. In contrast, four genes that had higher expression in nsSCs than in hair cells in RNA-seq analysis also show larger inverted Ct scores in nsSCs than in hair cells (Fig. 4a). 

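The 4 genes chosen for qPCR in nsSCs were low in the sequenced hair cells. krt4, a keratin gene of epithelial cells, was at 3.75 ± 0.737 RPKM (SD, n = 3) in hair cells and 379 ± 9.49 RPKM (SD, n = 3) in nsSCs. ctgfa, a gene for a matrix-associated growth factor, was at 4.47 ± 0.249 and 253 ± 7.57 RPKM. The annexin gene anxa1b was at 0.09 ± 0.0917 and 10.1 ± 1.08 RPKM. wnt2, which encodes a secreted Wnt ligand, was at 245 ± 8.43 RPKM in nsSCs. In hair cells it was at 0.02 RPKM in replicate 2 and listed at 0 in replicates 1 and 3. All 4 genes were called higher in nsSCs by limma, with log2 fold changes from -11.17 for wnt2 (standard error 0.11, adjusted p = 2e-09) to -5.79 for ctgfa (standard error 0.06, adjusted p = 2.4e-09).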

Figure 4b shows such a comparison after the expression values were normalized to fold changes. 

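In the sequenced samples, 17 of 17 genes of Fig. 4 were called in the direction in which the paper places them, 13 toward hair cells and 4 toward nsSCs. The paper names these genes from the same samples, so that this count is not independent evidence of their direction. actb2, the reference gene of the qPCR, was at 851 ± 31.4 RPKM (SD, n = 3) in hair cells and 3360 ± 88.2 RPKM (SD, n = 3) in nsSCs. This is a log2 fold change of -1.98 (standard error 0.04, adjusted p = 1.5e-08), and it was below 0 under each scaling of the samples that was tried.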

Although the level of expression is normally not comparable between the two techniques (due to different amplification and quantification procedures), the trend of differential expression of these genes is consistent with our RNA-seq data.

### Validation by comparison with published studies

Several studies have examined the gene expression profiles of hair cells from inner ear and lateral line from larval or adult zebrafish^16,18,20,21^. Enriched genes in hair cells and nsSCs identified in these studies can be used for comparison with enriched genes identified in current study. Table 3 shows the RPKM values of enriched transcripts of hair cells and nsSCs from current study. A list of enriched transcripts in hair cells (top 21 transcripts in Table 3) and nsSCs (bottom 5 transcripts in the table) was compiled from previous studies^16,18,21^. The differential expression of these transcripts in hair cells or nsSCs was validated by *in situ* hybridization in those studies. The differential expression pattern shown in our dataset is highly consistent with the pattern demonstrated by *in situ* hybridization in previous studies. 

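Transcripts located in hair cells by earlier in situ hybridization were high in hair cells and low in nsSCs. s100s, a calcium-binding protein gene, was at 21338 ± 182 RPKM (SD, n = 3) in hair cells and 87.4 ± 2.55 RPKM (SD, n = 3) in nsSCs, a log2 fold change of 7.93 (standard error 0.03, adjusted p = 2.2e-10). slc17a8, the vesicular glutamate transporter gene of the ribbon synapse, was at 827 ± 21.5 and 0.537 ± 0.11 RPKM. The unconventional myosin genes myo6b, myo15ab and myo1ha were at 71.1 ± 2.29, 19.4 ± 0.598 and 23 ± 0.721 RPKM in hair cells and at 0.37 ± 0.128, 0.03 ± 0.0265 and 0.01 ± 0.01 RPKM in nsSCs. tekt3, a gene for a filament protein of cilia, was at 212 ± 5.02 and 1.93 ± 0.221 RPKM. The least abundant transcript of this part of the table, si:dkey-229d2.6, was at 5.72 ± 2.19 and 0.263 ± 0.0808 RPKM. All 21 transcripts listed for hair cells were called higher in hair cells, and in all 21 the 3 hair cell samples lay above the 3 nsSC samples. Of the 5 transcripts at the end of the table, 4 were called higher in nsSCs. si:dkey-247k7.2 was listed at 0 in all 3 hair cell samples and was at 76.03, 51.82 and 76.65 RPKM in nsSC replicates 1, 2 and 3. nfe2l2a, which encodes a transcription factor of the oxidative stress response, was at 10.1 ± 0.321 and 50 ± 1.88 RPKM, and tnks1bp1 at 1.35 ± 0.225 and 10.5 ± 0.865 RPKM. The fifth, zgc:198419, was at 498 ± 21.7 RPKM in hair cells and 124 ± 8.54 RPKM in nsSCs (log2 fold change 2.01, standard error 0.06, adjusted p = 1.1e-07). The directions in the table come from in situ hybridization in earlier studies and not from these samples. The RPKM values are those the paper's table already gives and were seen before the test. The count of 25 of 26 therefore repeats the paper's comparison and adds no new evidence to it.

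**Figure D1:**
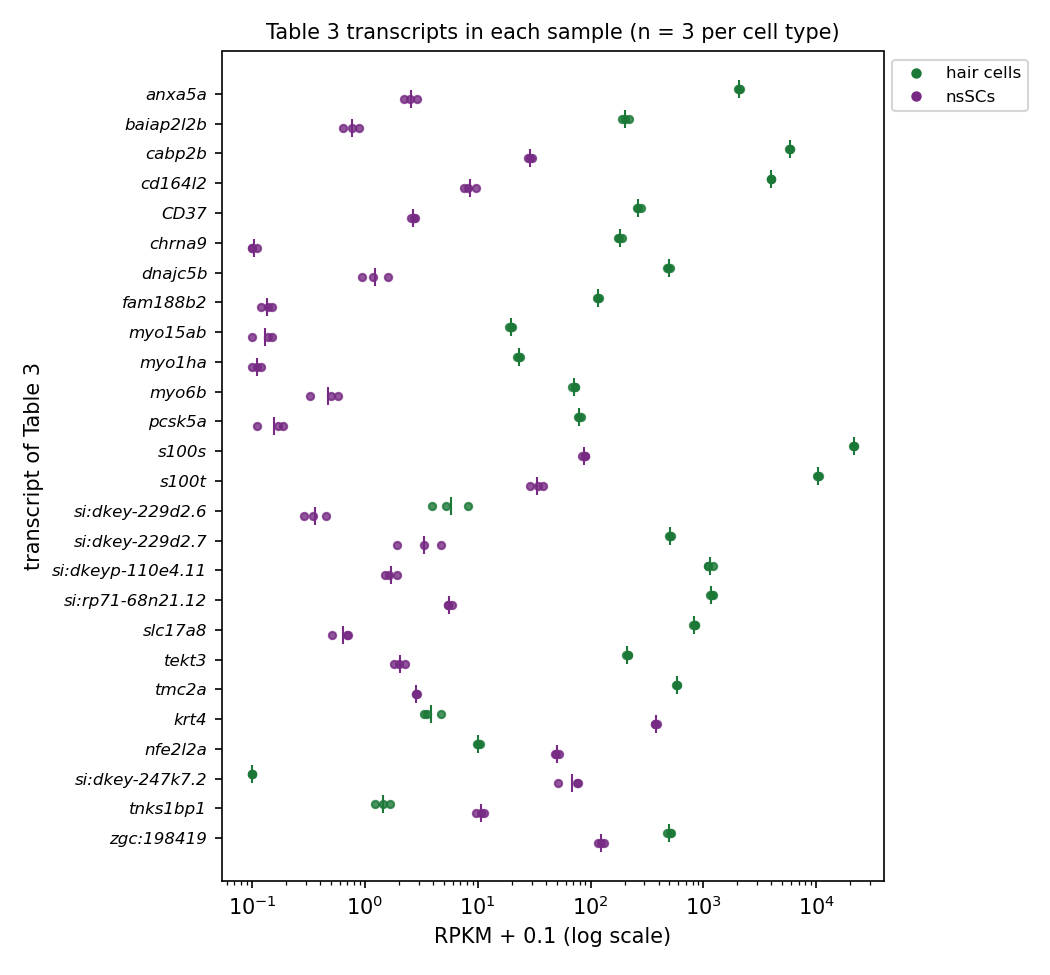
RPKM + 0.1 on a log scale of the 26 transcripts of Table 3 in each of the 3 hair cell samples and the 3 nsSC samples. Points are samples and the vertical ticks their means. The points of hair cells lie to the right of those of nsSCs in all 21 transcripts from anxa5a to tmc2a and in zgc:198419, and to the left in the other 4.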

Comparison with published data offers another way for validation of our dataset. 

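Calcium-binding proteins and enzymes of energy metabolism stand among the most abundant transcripts that were called higher in hair cells. The parvalbumin genes pvalb9 and pvalb8 were at 15432.5 ± 336 and 7101 ± 361 RPKM (SD, n = 3) in hair cells and at 53.1 ± 2.59 and 13 ± 1.12 RPKM (SD, n = 3) in nsSCs. The calmodulin genes calm1a, calm1b and calm2b were at 2041 ± 22, 2100 ± 16.6 and 2312 ± 28.8 RPKM in hair cells and at 135 ± 6.13, 34.2 ± 0.523 and 487 ± 9.57 RPKM in nsSCs. The myoglobin gene mb was at 9989 ± 185 RPKM in hair cells and at 2638 ± 122 RPKM in nsSCs, and the creatine kinase gene ckbb at 6838 ± 300 and 839 ± 50.6 RPKM. The glycolytic enzyme gene gapdhs was at 4839 ± 171 and 1833 ± 61.4 RPKM. Of these genes, pvalb8 had the largest log2 fold change, 9.08 (standard error 0.07, adjusted p = 9.4e-10), and gapdhs the smallest, 1.40 (standard error 0.04, adjusted p = 7.1e-08). All 31 transcripts of Table 4 were called higher in hair cells. tspan13b, a gene for a tetraspanin, had the lowest level of them in hair cells, 1271 ± 85.4 RPKM against 2.39 ± 0.205 RPKM in nsSCs. No other gene called higher in hair cells was above it, so that the 31 are the 31 most abundant of those genes. The table's values were seen before the test. With each sample rescaled by its median ratio to all samples, 29 of the 31 were called, and gapdhs (log2 fold change 0.92) and the ATP synthase gene atp5o (log2 fold change 0.67) fell short of 2-fold.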

In Table 4, the top 30 enriched zebrafish hair cells transcripts and the expression value of their mammalian orthologs in the adult mouse inner ear are presented. The expression values of mouse inner hair cell and outer hair cell were from our previous study^24^. Since the expression values from zebrafish and mouse hair cells cannot be normalized for direct comparison, the abundance ranking of the mammalian orthologs detected in adult inner hair cells and outer hair cells is also presented in Table 4 for comparison. Note that except for three genes (*Ocm*, *Atp1b2* and *Hspa8*), most genes or transcripts that are highly expressed in zebrafish hair cells are only expressed at modest to low levels in adult mouse hair cells. Six of the zebrafish genes have no known mouse ortholog, and two of the genes (*Ocm* and *Gm42674*) have at least two zebrafish orthologs for a single mouse gene.

## Usage Notes

Transcriptome analysis is often used to identify differentially expressed genes that may underpin unique biological properties of cells. The transcriptomes of hair cells and nsSCs presented in this study can be used to identify enriched genes or transcripts of hair cells and nsSCs in adult zebrafish inner ear. 

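Genes of the mechanosensory apparatus were higher in hair cells nearly throughout. Of 56 tested genes of the hair bundle and mechanotransduction, 53 were higher in hair cells, 2 were higher in nsSCs and 1 did not pass (adjusted p = 1.7e-14 from camera). Hair cells were collected by a visible hair bundle and nsSCs by its absence. The direction of this list therefore largely follows from the collection and is not independent evidence. gipc3, a gene whose human counterpart is mutated in deafness, was at 460.5 ± 10.6 RPKM (SD, n = 3) in hair cells and 1.5 ± 0.269 RPKM (SD, n = 3) in nsSCs, and the calcium pump gene atp2b1a at 1005 ± 22.6 and 108 ± 11.2 RPKM. The 2 members higher in nsSCs were the fascin gene fscn1a, at 18 ± 1.18 and 59.8 ± 2.36 RPKM, and the myosin gene myo7ab, at 0.0733 ± 0.0208 and 0.853 ± 0.212 RPKM. Of 80 genes of the kinocilium and motile cilia, 77 were higher in hair cells and 1, dnah11, was higher in nsSCs (adjusted p = 1.9e-16). RSPH1, a radial spoke gene, was at 182 ± 1.08 and 9.52 ± 1.22 RPKM, and the tubulin gene tuba1a at 381 ± 25.5 and 12 ± 1.17 RPKM. With a pseudocount of 1 RPKM, myo7ab and dnah11 fell short of 2-fold. Both list calls held with an estimated correlation, at an adjusted p = 0.038 for each.
Of 60 genes of the ribbon synapse and exocytosis, 39 were higher in hair cells and 15 in nsSCs (adjusted p = 0.0023, and adjusted p = 0.13 with an estimated correlation). The clathrin light chain gene clta was at 2041 ± 18.5 and 121 ± 3.14 RPKM, while its paralog cltb was at 10.5 ± 0.665 and 50.3 ± 3.8 RPKM. Of 38 genes of ion channels, pumps and receptors of hair cells, 24 were higher in hair cells and 7 in nsSCs (adjusted p = 0.0048, and adjusted p = 0.11 with an estimated correlation). The sodium pump genes atp1b2b and atp1a3b were at 2730 ± 24.9 and 816 ± 18.8 RPKM in hair cells and at 7.52 ± 0.226 and 4.07 ± 0.443 RPKM in nsSCs. Of 41 hair cell transcription factor genes, 29 were higher in hair cells and 7 in nsSCs (adjusted p = 6e-05, and adjusted p = 0.055 with an estimated correlation). The 29 include pou4f3, by whose promoter the cells were chosen. gfi1ab was at 602 ± 24.9 and 3.8 ± 0.666 RPKM, and the orphan receptor gene nr2f1a at 1.77 ± 0.578 and 22.8 ± 0.35 RPKM. The list of calcium binding and buffering was not called (adjusted p = 0.53), with 13 of its 37 genes higher in hair cells and 15 in nsSCs, and its median log2 fold change (0.21) and its mean (-0.18) differed in sign. The number of genes in each direction was the same in these 6 lists when adjusted over the list alone. Of the 346 genes of these lists, 29 besides pou4f3 are named by the paper. Some of these come through Table 3 from earlier in situ hybridization and the others from the same samples. Their direction was known from the paper before the test, so that they add no new evidence of it.
Over all tested genes, 6929 were higher in hair cells, 7917 were higher in nsSCs and 7528 did not pass. At 10 RPKM or more in the higher cell type, the numbers were 3233 for hair cells and 1713 for nsSCs. Which cell type had more called genes depended on the setting. Hair cells had more with a pseudocount of 1 RPKM (5278 against 4516 in nsSCs), among genes of at least 1 RPKM (6017 against 5046) and with each sample rescaled to the same total RPKM (8747 against 7026). They had fewer with median-ratio scaling (5471 against 9042) and at a fold minimum of 4 (4008 against 5420).

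**Figure D2:**
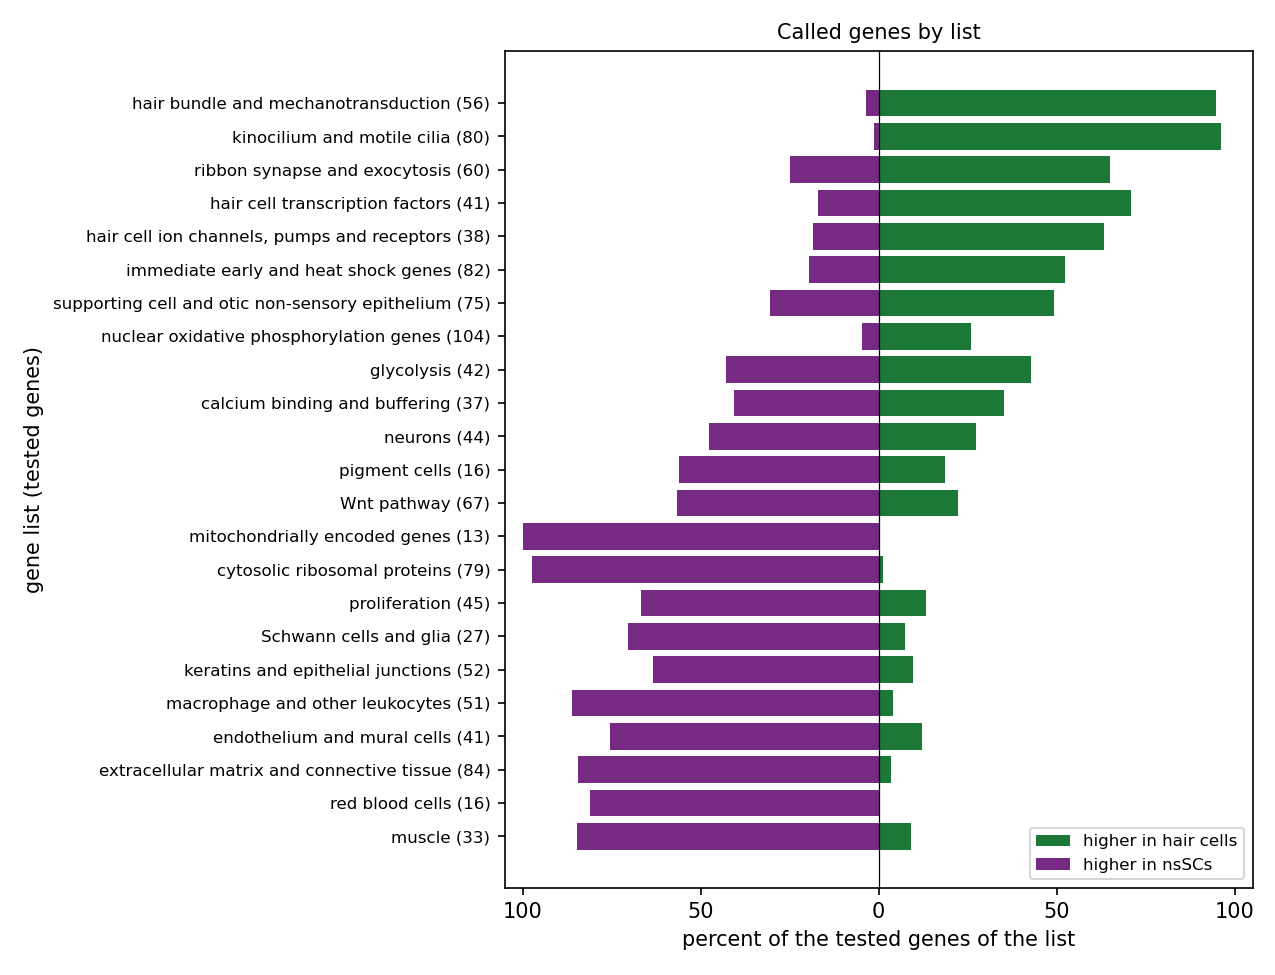
Percent of the tested genes of each of 23 gene lists that were called higher in hair cells (to the right) or higher in nsSCs (to the left), with the number of tested genes of the list in parentheses. Lists are ordered by their median log2 fold change. Hair bundle and kinocilium genes lie almost wholly to the right, and muscle, red blood cell and matrix genes to the left.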

Sheet 2 of ‘zFishhaircell.xlsx’ (Data Citation 4) presents the uniquely (in red fonts) and differentially (in blue fonts) expressed genes in hair cells and nsSCs. 

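Some transcripts that were abundant in one cell type were at or near 0 RPKM in the other. si:ch211-57i17.5 was at 268 ± 13.9 RPKM (SD, n = 3) in hair cells and atp6v1c2, which encodes a subunit of the vacuolar proton pump, at 175 ± 7.92 RPKM. Both were listed at 0 in all 3 nsSC samples. The precursor of the sensory microRNA dre-mir-182 was at 867.99, 524.36 and 272.22 RPKM in hair cell replicates 1, 2 and 3 and was listed at 0 in all 3 nsSC samples. This precursor is short, and RPKM are scaled by transcript length, so that few reads can give a high value. Its counts are unknown. fgf10b, a growth factor gene, was at 292 ± 17.1 RPKM in hair cells, at 0.18 RPKM in nsSC replicate 1 and listed at 0 in nsSC replicates 2 and 3. In nsSCs, the tropomyosin gene tpma was at 215 ± 20.7 RPKM and the parvalbumin gene pvalb2 at 179 ± 8.82 RPKM, and both were listed at 0 in all 3 hair cell samples. pvalb4, another parvalbumin gene, was at 696 ± 45.2 RPKM in nsSCs and 0.0267 ± 0.0252 RPKM in hair cells. With background at 0.1 RPKM, 1915 genes had a mean below it in nsSCs but not in hair cells, and 5300 had a mean below it in hair cells but not in nsSCs. Most of them were of low abundance, with medians of 0.943 RPKM and 0.723 RPKM in the cell type where they were found. At 10 RPKM or more there were 227 such genes for hair cells and 251 for nsSCs. limma called 1593 of the 1915 and 4749 of the 5300. When the other cell type had to be listed at 0 in all 3 samples, 952 of the 1915 and 3847 of the 5300 were left. At 2-fold of the RPKM means, with the paper's per-gene test and a mean above 0.1 RPKM in one or both cell types, 6820 genes were higher in hair cells and 7593 in nsSCs. With a mean above 0.1 RPKM in both cell types, 5341 and 3171 were.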

Uniquely expressed genes were those whose expression levels were below background in only one cell type, whereas differentially expressed genes were categorized as those whose RPKM values were above 0.1 and at least 2-fold different between the two cell types with statistical significance (Student’s *t*-test with *P*≤0.05). These uniquely and differentially expressed genes may provide valuable information to understand unique structures and function of hair cells and nsSCs in the adult zebrafish inner ear.

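The nsSC samples held transcripts of several cell types. Of 84 tested genes of the extracellular matrix and connective tissue, 71 were higher in nsSCs and 3 in hair cells (adjusted p = 2.8e-12 from camera). The matrix genes matn4 and sparc were at 865 ± 3.68 and 498.5 ± 3.53 RPKM (SD, n = 3) in nsSCs and at 1.83 ± 0.337 and 63.3 ± 3.64 RPKM (SD, n = 3) in hair cells. Of 51 genes of macrophages and other leukocytes, 44 were higher in nsSCs and 2 in hair cells (adjusted p = 2.5e-08). cd74a, a gene of antigen presentation, was at 358 ± 23.6 RPKM in nsSCs and 8.58 ± 0.834 RPKM in hair cells. Of 41 genes of endothelium and mural cells, 31 were higher in nsSCs and 5 in hair cells (adjusted p = 3.9e-06). The smooth muscle actin gene acta2 was at 120 ± 4.1 RPKM in nsSCs and 0.0167 ± 0.0289 RPKM in hair cells. Of 45 proliferation genes, 30 were higher in nsSCs and 6 in hair cells (adjusted p = 2e-04). Among these was the cyclin gene ccnd2a, at 37.7 ± 3.25 and 2.05 ± 1.1 RPKM, but also the cell cycle inhibitor gene cdkn1bb, at 95.6 ± 4.58 and 14.1 ± 0.492 RPKM. These 4 list calls held with an estimated correlation, at adjusted p = 0.038 for matrix and leukocytes and 0.043 for endothelium and proliferation.
The next lists were called, but not with an estimated correlation. Of 52 genes of keratins and epithelial junctions, 33 were higher in nsSCs and 5 in hair cells (adjusted p = 0.00013, and adjusted p = 0.13 with an estimated correlation). Among the 5 was krt222, at 3.6 ± 0.299 RPKM in nsSCs and 50.9 ± 2.35 RPKM in hair cells. The list leaves out si:ch211-243g18.2, which the paper lists with the mouse ortholog Krt40. That gene was at 22.4 ± 2.48 RPKM in nsSCs and 3478 ± 69.8 RPKM in hair cells. krt91 was at 747 ± 42.9 and 0.183 ± 0.0981 RPKM, while krt5 was at 771 ± 41.9 RPKM in nsSCs and 642 ± 17.9 RPKM in hair cells and did not pass, and its log2 fold change was above 0 only with each sample rescaled to the same total. Of 33 muscle genes, 28 were higher in nsSCs and 3 in hair cells (adjusted p = 2e-06, and adjusted p = 0.13 with an estimated correlation). The myosin light chain gene mylpfa was at 357 ± 27.8 and 2.94 ± 0.798 RPKM. Of 27 genes of Schwann cells and glia, 19 were higher in nsSCs and 2 in hair cells (adjusted p = 0.00053, and adjusted p = 0.081 with an estimated correlation). The myelin gene pmp22a was at 178 ± 8.1 and 3.22 ± 0.335 RPKM. Of 16 red blood cell genes, 13 were higher in nsSCs and 3 did not pass (adjusted p = 1.9e-06, and adjusted p = 0.067 with an estimated correlation). The globin gene hbaa1 was at 4868 ± 483 RPKM in nsSCs and 146 ± 6.1 RPKM in hair cells. Of 67 Wnt pathway genes, 38 were higher in nsSCs and 15 in hair cells (adjusted p = 0.0022, and adjusted p = 0.11 with an estimated correlation). The genes of the Wnt antagonists sfrp5 and frzb were at 416 ± 3.19 and 259 ± 8.42 RPKM in nsSCs and at 7.86 ± 0.952 and 2.97 ± 0.833 RPKM in hair cells. rspo3, which encodes a Wnt agonist, was at 26.5 ± 2.16 RPKM in nsSCs and 118 ± 4.18 RPKM in hair cells.
The lists of neurons (12 of 44 genes higher in hair cells and 21 in nsSCs, adjusted p = 0.37) and pigment cells (3 and 9 of 16, adjusted p = 0.15) were not called. Nor was that of supporting cells and otic non-sensory epithelium, with 37 of 75 genes higher in hair cells and 23 in nsSCs (adjusted p = 0.081). Its higher members included gata3 and pax2a, transcription factor genes of the otic epithelium, at 341 ± 7.59 and 189 ± 7.47 RPKM in hair cells and at 25.2 ± 0.462 and 5.87 ± 0.943 RPKM in nsSCs. This list was called at an adjusted p = 0.032 with median-ratio scaling and 0.042 without mitochondrial genes and AC024175 entries, an alternative chosen after seeing the data, and over all alternatives ranged from 0.032 to 0.24. The number of genes in each direction was the same in these 12 lists when adjusted over the list alone.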

## Additional information

**How to cite this article:** Barta, C. L. *et al.* RNA-seq transcriptomic analysis of adult zebrafish inner ear hair cells. *Sci. Data* 5:180005 doi: 10.1038/sdata.2018.5 (2018).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
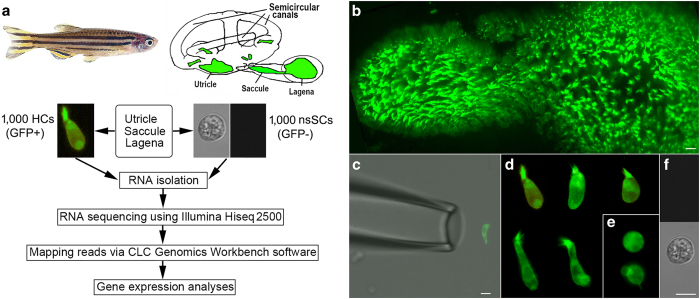
Study design workflow for cell isolation and collection for transcriptome analysis of GFP-positive hair cells (we used HCs in all figures) and GFP-negative nsSCs isolated from adult zebrafish inner ear. Schematic drawing of zebrafish is modified from Fig. 1 of a previous publication^37^ (with permission from Frontier in Cellular Neuroscience). (**a**) Workflow of experimental design for RNA-seq and transcriptome analysis for 1,000 individually collected hair cells and nsSCs. (**b**) GFP-expressing hair cells in saccule and lagena of zebrafish inner ear. (**c**) Suction pipette technique used to manually collect individual hair cells and nsSCs. (**d**) Examples of GFP-expressing hair cells. Only those cells that had both GFP expression and stereocilia bundles were selected. (**e**) Example of GFP-expressing cells without visible stereocilia bundles. The identify of these cells was unknown, so they were not collected. (**f**) An example of a nsSC with no GFP expression. An equal number of nsSCs was individually collected for comparison with hair cells. Bars: 20 μm (**b**), 10 μm (**c**), and 10 μm (**d**–**f**).

**Figure 2:**
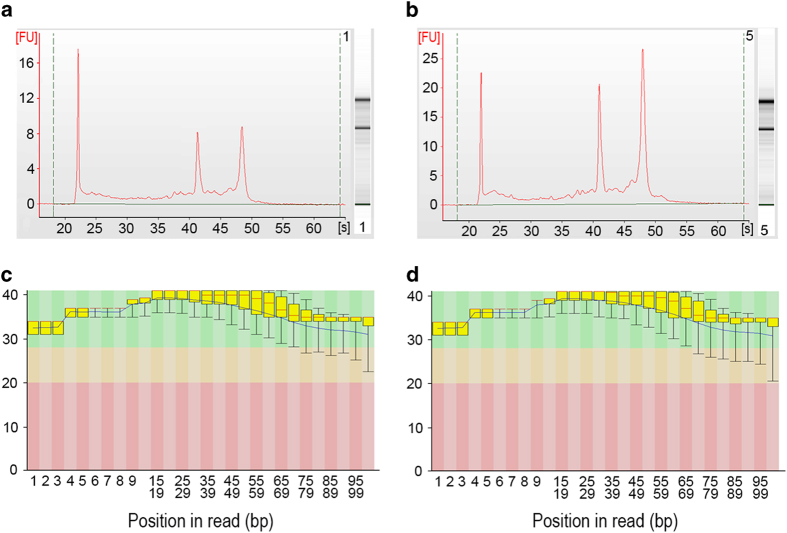
Examples of RNA-isolation quality results and Phred scores of RNA-sequencing reads. (**a**) RNA quality for hair cells. (**b**) RNA quality for nsSCs. (**c**) Phred scores for one of the sequenced hair cell samples. (**d**) Phred scores for one of the sequenced nsSC samples.

**Figure 3:**
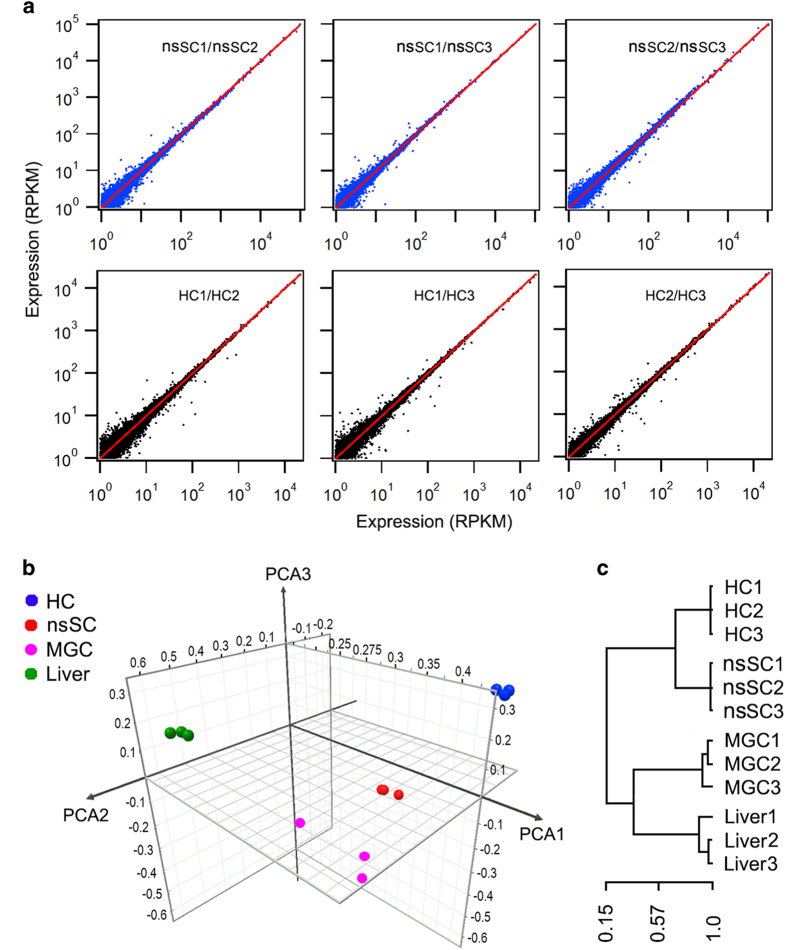
Reproducibility of biological replicates and gene expression hierarchy of different cell populations from adult zebrafish. (**a**) Correlation coefficient of biological replicates. Replicate 1 of hair cells and replicate 1 of nsSCs were separately used as reference (red lines). (**b**) PCA analysis of the gene expression profiles of hair cells and nsSCs compared with microglia (MGC)^33^ and liver cells^34^, all from adult zebrafish. The top five expressed genes in PCA analysis were: s100s, mt-co2, AC024175.9, pvalb9, mt-co3 for hair cells; mt-co2, mt-co3, AC024175.9, AC024175.4, mt-cyb for nsSCs; AC024175.4, mt-co2, mt-co1, mt-co3, tmsb4x for microglial cells; and, apoa1b, apoa2, tfa, fabp10a, and apoc1l for liver cells, respectively. (**c**) Clustering analysis of gene expression of hair cells, nsSCs, MGC, and liver cells.

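Mitochondrial transcripts took a larger share of the RPKM total in nsSCs than in hair cells. The 13 protein-coding mitochondrial genes made up 37.8% ± 2.05 (SD, n = 3) of the total in nsSCs and 10.7% ± 0.379 (SD, n = 3) in hair cells, and the 24 AC024175 entries 15.5% ± 1.24 and 4.81% ± 0.259. The list of calcium binding and buffering made up 9.4% ± 0.0276 of the total in hair cells and 0.663% ± 0.00916 in nsSCs. This list leaves out the calcium-binding protein genes icn and icn2, which were placed in the list of keratins. icn was at 3701 ± 255 RPKM in nsSCs and 65.1 ± 1.67 RPKM in hair cells. The calcium-binding protein gene cabp2b is left out too, since it was placed in the list of the ribbon synapse. It was at 29 ± 1.03 RPKM in nsSCs and 5796 ± 98.5 RPKM in hair cells, so that the shares of both cell types are understated. The parvalbumin genes pvalb3 and pvalb4 of the calcium binding list are also in the muscle list. By mean RPKM, the 5 most abundant genes of hair cells were s100s, mt-co2, pvalb9, mt-co3 and AC024175.9, in this order. Those of nsSCs were mt-co2, mt-co3, AC024175.9, AC024175.4 and mt-co1. mt-co3 was at 15276 ± 159 RPKM in hair cells and 96064 ± 1546 RPKM in nsSCs, and AC024175.4 at 11214 ± 388 and 52470 ± 755 RPKM. In nsSCs, mt-co1 was at 40937 ± 3500 RPKM and mt-cyb at 40922 ± 3022 RPKM, a difference far below the SD of either. All 13 mitochondrially encoded genes were called higher in nsSCs (adjusted p = 1.3e-06 from camera, and adjusted p = 0.2 with an estimated correlation). Of 79 genes of cytosolic ribosomal proteins, 77 were higher in nsSCs and 1, rps8b, was higher in hair cells (adjusted p = 9.2e-16, and adjusted p = 0.29 with an estimated correlation). rpl32 was at 515 ± 17.6 RPKM in hair cells and 1867 ± 201 RPKM in nsSCs. Of 104 nuclear genes of oxidative phosphorylation, 27 were higher in hair cells and 5 in nsSCs (adjusted p = 3.6e-08, and adjusted p = 0.28 with an estimated correlation). cox6a1, for a subunit of cytochrome c oxidase, was at 1312 ± 47.3 RPKM in hair cells and 359 ± 25.6 RPKM in nsSCs, and its muscle-type paralog cox6a2 at 28.5 ± 0.455 and 521 ± 43.1 RPKM. With each sample rescaled by its median ratio, 10 genes of this list were higher in hair cells and 6 in nsSCs, and with each rescaled to the same total 71 and 4 were.

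**Figure D3:**
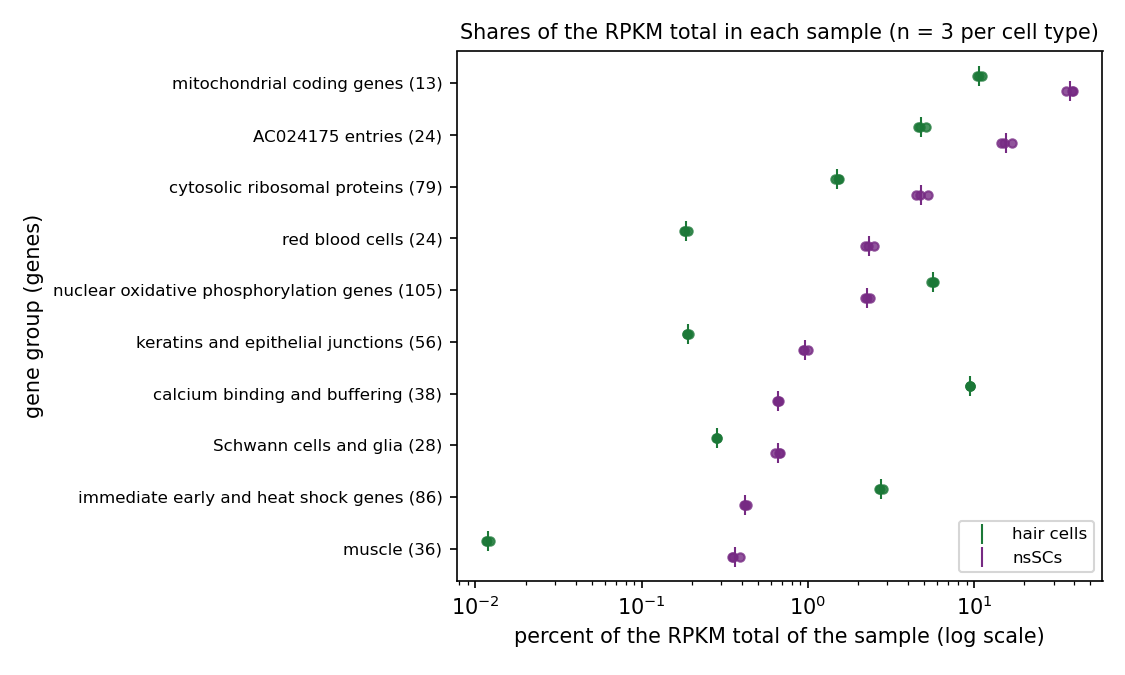
Percent of the RPKM total of a sample taken by 10 groups of genes, on a log scale, in each of the 3 hair cell samples and the 3 nsSC samples, with the number of genes in parentheses. Points are samples and the vertical ticks their means. The mitochondrial coding genes take 10.3% to 11.1% of the total in hair cells and 35.5% to 39.4% in nsSCs.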

**Figure 4:**
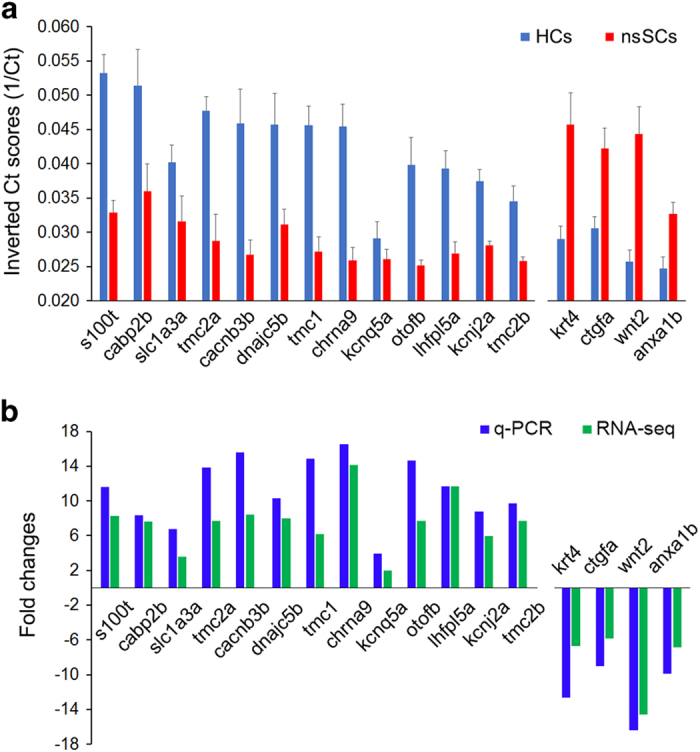
Q-PCR validation of differential expression of 17 genes. (**a**) Comparison of the expression of 18 genes in hair cells and nsSCs using q-PCR. The difference in the inverted Ct scores for each gene between hair cells and nsSCs was statistically significant (*P*≤0.01, *n*=3). Note that the ordinate is the inverse of the number of PCR cycles necessary to reach fluorescence threshold. So even a small difference (such as 0.01) reflects a large difference between the two cell populations^36^. (**b**) Fold differences in expression of these 17 genes between hair cells and nsSCs using q-PCR and RNA-seq. Positive values indicate higher gene expression in hair cells while negative values indicate higher expression values in nsSCs. Fold differences are all calculated in log2 base.

**Table 1:** qPCR Primer sequences.

**Gene name**	**Forward Primer Sequence 5-3**	**Reverse Primer Sequence 5-3**
s100t	TGGGAATGAGGGTGACAAAT	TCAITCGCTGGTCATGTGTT
cabp2b	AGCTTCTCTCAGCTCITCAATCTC	GGCAAAGTGAAACGGGCCTGTC
otofb	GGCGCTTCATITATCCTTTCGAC	GACGAGGTGCCGGATTGCCTTTAGC
tmc2a	AGCCAATCCTAATGCACGGG	ACACATCACTGCCGTCTAGG
dnajc5b	AGCAACCCGACTCCATTAGC	GTCAAGGCCCAGAACTTGGTA
cacnb3b	CGGAAGAAAAGCAGAAGCGACG	CAGAGGCAATGGCACAGACAG
chrna9	CATGGAGAGTGGTGATCTTTC	GCAGGACTGTGTACGTTATG
lhfpl5a	AGGACAAACTGCTGCCAGAGGAC	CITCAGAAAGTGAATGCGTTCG
slc1a3a	TGTCGTATCGGGAGGTGAAG	ACTGTCCAGAGCTGCCATTC
tmc2b	TCACGGAGACAATAGACAAGGA	AATAGCCAACCACACCATGAG
kcnj2a	ATCAGAGGAGGACGGTATGAAGTTG	CGCATGTGGTGAAGATGTCAGC
tmc1	CACGCTACTCATCACCGGCA	GCCTTGCATGTGGTTGACCG
kcnq5a	AAACTCCAATCTCACGGCGG	TCACAGTTCCTGACAAGTGC
ctgfa	GCACAGATGGTCGCTGTTGCACTC	CCAAGAATAGTCAAGTCAGCAC
krt4	TACCATTCATGTTCAGCAGACCTC	CCTGATCCAGTGAAACCATAGTAC
wnt2	ACACATCAAGAGTGAGTCGCACAAC	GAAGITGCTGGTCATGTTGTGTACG
anxa1b	TCAGGCGGCCATTCAGAAAGAAAC	CACAGCCAGCAGTTTCAATACAAG
Oligonucleotide primers were used to examine the expression of HC and nsSC transcripts using qPCR.		

**Table 2:** Description of the data generated from RNA-sequencing of individually collected zebrafish hair cells and surrounding cells deposited in the Gene Expression Omnibus (GSE101693).

**Organism**	**Sample**	**Replicate**	**Analysis type**	**GEO number**
*Danio rerio*	1,000GFP^+^ inner ear HCs	Biological Replicate 1	RNA-Sequencing (paired-end)	GSM2712279
*Danio rerio*	1,000GFP^+^ inner ear HCs	Biological Replicate 2	RNA-Sequencing (paired-end)	GSM2712280
*Danio rerio*	1,000GFP^+^ inner ear HCs	Biological Replicate 3	RNA-Sequencing (paired-end)	GSM2712281
*Danio rerio*	1,000GFP^−^ inner ear nsSCs	Biological Replicate 1	RNA-Sequencing (paired-end)	GSM2712282
*Danio rerio*	1,000GFP^−^ inner ear nsSCs	Biological Replicate 2	RNA-Sequencing (paired-end)	GSM2712283
*Danio rerio*	1,000GFP^−^ inner ear nsSCs	Biological Replicate 3	RNA-Sequencing (paired-end)	GSM2712284

**Table 3:** Enriched transcripts detected in RNA-seq and validated by *in situ* hybridization in previous studies^16,21^.

**Gene Name**	**HC RPKM**	**Std. Dev.**	**nsSC RPKM**	**Std. Dev.**
**anxa5a**	2053.1	43.1	2.5	0.3
**baiap2l2b**	202.7	13.6	0.7	0.1
**cabp2b**	5795.6	98.5	29.0	1.0
**cd164l2**	3945.1	8.3	8.4	1.1
**CD37**	265.1	10.7	2.6	0.1
**chrna9**	182.0	8.1	0.0	0.0
**dnajc5b**	490.0	12.4	1.1	0.3
**fam188b2**	116.4	2.5	0.0	0.0
**myo15ab**	19.4	0.6	0.0	0.0
**myo1ha**	23.0	0.7	0.0	0.0
**myo6b**	71.1	2.3	0.4	0.1
**pcsk5a**	79.2	2.7	0.1	0.0
**s100s**	21338.4	182.4	87.4	2.5
**s100t**	10340.0	239.6	33.5	4.3
**si:dkey-229d2.6**	5.7	2.2	0.3	0.1
**si:dkey-229d2.7**	502.4	8.7	3.2	1.4
**si:dkeyp-110e4.11**	1138.4	74.4	1.6	0.2
**si:rp71-68n21.12**	1176.2	37.0	5.5	0.3
**slc17a8**	827.0	21.5	0.5	0.1
**tekt3**	212.0	5.0	1.9	0.2
**tmc2a**	578.9	3.7	2.8	0.0
**krt4**	3.7	0.7	379.0	9.5
**nfe2l2a**	10.1	0.3	49.9	1.9
**si:dkey-247k7.2**	0.0	0.0	68.2	14.2
**tnks1bp1**	1.3	0.2	10.5	0.9
**zgc:198419**	498.1	21.7	123.8	8.5

**Table 4:** Expression values of top 30 enriched zebrafish hair cell genes and the corresponding mouse orthologs in adult mouse hair cells.

**zebrafish**				**Mice (from Liu** ***et al***.)^24^			
**Gene Name**	**HC average**	**Ensembl Gene ID**	**Gene Name**	**OHC average**	**Ranking in OHCs**	**IHC average**	**Ranking in IHCs**
s100s	21338.4	ENSMUSG00000001023	s100a5	4.6	23598	3.7	24612
pvalb9	15432.5	ENSMUSG00000029618	Ocm	4179.6	6	865.6	236
s100t	10340.0	ENSMUSG00000001023	s100a5	4.6	23598	3.7	24612
mb	9989.2	ENSMUSG00000018893	Mb	15.9	14210	15.5	13211
pvalb8	7101.5	ENSMUSG00000029618	Ocm	4179.6	6	865.6	236
ckbb	6838.0	ENSMUSG00000001270	Ckb	364.0	575	573.7	407
cabp2b	5795.6	ENSMUSG00000024857	Cabp2	308.2	771	351.6	717
fosab	5458.7	ENSMUSG00000021250	Fos	23.4	8408	31.5	7847
gapdhs	4839.3	ENSMUSG00000061099	Gapdhs	16.3	13246	20.5	10908
cd164l2	3945.1	ENSMUSG00000028865	Cd164l2	522.7	386	642.7	347
si:ch211-243g18.2	3478.3	ENSMUSG00000059169	Krt40	15.0	14364	13.8	14338
CU855484.1	3042.0	ENSMUSG00000042808	Gpx2	128.6	1932	110.6	2531
calm3a	3021.3	no ortho					
atp1b2b	2729.9	ENSMUSG00000041329	Atp1b2	273.2	836	121.5	2302
zgc:92066	2400.3	no ortho					
calm2b	2312.3	ENSMUSG00000001175	Calm1	2625.2	25	2912.5	16
rtn4rl2b	2253.3	ENSMUSG00000050896	Rtn4rl2	35.0	6733	37.8	6745
si:dkey-11c5.11	2239.3	no ortho					
calm1b	2099.8	ENSMUSG00000099269	Calm5	17.0	12836	13.4	14575
anxa5a	2053.1	ENSMUSG00000027712	Anxa5	606.3	317	1040.9	196
calm1a	2040.7	no ortho					
clta	2040.6	ENSMUSG00000028478	Clta	256.2	900	391.0	637
jun	1996.3	ENSMUSG00000052684	Jun	16.2	13311	72.2	3840
atp5o	1699.4	ENSMUSG00000022956	Atp5o	19.5	11522	16.4	12672
aldocb	1668.2	no ortho					
COX5B(1of many)	1505.9	ENSMUSG00000061518	Cox5b	45.8	5233	36.9	6875
arg2	1402.6	ENSMUSG00000021125	Arg2	50.8	4863	29.0	8399
ddx5	1391.3	ENSMUSG00000020719	Ddx5	607.6	314	645.5	344
hspa8	1369.2	ENSMUSG00000015656	Hspa8	3730.8	8	3825.9	7
cox6a1	1312.3	no ortho					
tspan13b	1271.2	ENSMUSG00000020577	Tspan13	423.4	502	855.7	238.0

How the deposited data were processed for this re-analysis (not part of the article)

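The data are the RNA-seq values of hair cells and non-sensory surrounding cells (nsSCs) collected one at a time from the adult zebrafish inner ear, with 3 samples of 1000 cells for each cell type. The authors amplified the RNA with a low-input kit, sequenced the libraries, mapped the reads to GRCz10 with CLC Genomics Workbench and exported RPKM values, which are normalized for transcript length and for the number of mapped reads. The methods also name HTSeq count for the expression estimates, and the version of neither tool is given in the text. The values are rounded to 2 decimals and no further scaling is stated.

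The deposited table has 35919 entries, of which 4218 hold a name alone and 31701 are Ensembl genes with a value in each of the 6 samples. Genes were followed by their Ensembl identifier and named by the symbol in the table. In 6 entries a second identifier names another gene, and the identifier attached to the symbol was used. Of the identifiers, 26237 are in the reference list of names, 513 symbols belong to more than 1 identifier, and 1717 genes have the same nonzero values in all 6 samples as another gene. si:dkey-229d2.6 of Table 3 was matched to BX296526.1, whose means are those of the table. No genome came with the data, so that no coordinates are given.

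Genes with a mean of at least 0.1 RPKM in one or both cell types (22374) were tested with limma 3.58.1 in R 4.3.3 (statmod 1.5.0) on log2(RPKM + 0.1), with 1 coefficient for hair cells minus nsSCs and trended, robust variance moderation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2 on that scale. A gene was counted as unique to a cell type when its mean was at least 0.1 RPKM there and below that in the other. Correlations are Pearson's over all genes on RPKM, and principal components and distances were computed on log2(RPKM + 0.1) of the tested genes. These and the plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

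A total of 23 gene lists, written from general knowledge, were tested with limma's camera (preset correlation 0.01, at least 5 tested members, two-sided, adjusted over the lists), and again with an estimated correlation. They cover the hair bundle and mechanotransduction, ribbon synapse and exocytosis, ion channels, calcium binding, hair cell transcription factors, kinocilium and cilia, supporting cells, keratins and junctions, extracellular matrix, leukocytes, red blood cells, endothelium, neurons, glia, pigment cells, muscle, immediate early and heat shock genes, mitochondrially encoded genes, nuclear oxidative phosphorylation, glycolysis, cytosolic ribosomal proteins, proliferation and the Wnt pathway. The genes named in the text are those the paper names, whose values in its tables were seen, the 10 called genes with the largest change in each direction among those of at least 10 RPKM with no overlap between samples, up to 4 called members in each direction and 2 others of each list by mean RPKM, and the 5 most abundant genes of each cell type.

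The fit was tested on simulated data with the spread of these samples, with 50 genes changed at each fold. At a 2-fold change 72% of them had an adjusted p under 0.05 in the right direction and 42% were called, and at 4-fold 90% were called. Of 21008 unchanged genes that passed the filter, 6 were called. Few of the simulated genes were changed, while 66.4% of the tested genes were called in the real samples. The adjusted p threshold was therefore less strict in the real samples, and these shares and the 6 calls do not carry over to them. The changed genes were drawn only from those of about 1 RPKM or more, so that detection at lower levels was not tested. Of 100 lists without a change, the share with a p under 0.05 was 0.01 with either correlation. The simulated genes varied independently of each other, so that this share does not test the preset correlation on lists whose genes vary together. In the real samples the estimated correlation was 0.81 for cytosolic ribosomal proteins.

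Alternatives were pseudocounts of 1 and 0.01 RPKM, a filter of 1 RPKM or none, a fold minimum of 4 or none, median-ratio scaling over the 9968 genes of at least 1 RPKM in every sample, scaling to the same total RPKM, mitochondrial genes taken out with or without the AC024175 entries, limma without trend and robust moderation, a replicate block, leaving out each sample in turn, the paper's rule, a background of 0.05 RPKM or of 0 in all 3 samples, and log2, Spearman and trimmed correlations. The depth of the samples is known only from the paper, and RPKM carry no counts, so that no interval for counting error is given. The samples of other cell populations in the paper's PCA and the qPCR measurements are not used here.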

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

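The gene list tests, with a preset and an estimated correlation, and the rescalings were planned, except the rescaling without mitochondrial genes and AC024175 entries. Their use to weigh an explanation, and the tests on the protein-coding mitochondrial genes, on muscle against red blood cell genes and on the spread of red blood cell genes, were chosen only after the results were seen. Of these tests, 4 replaced earlier forms after their values were seen: for ribosomal protein genes -2.18 (median against that of all genes, which a rescaling cannot move), -1.72 (highest median over 4 rescalings) and -2.58 (without mitochondrial genes and AC024175 entries, which moves all genes alike), for immediate early and heat shock genes 1.12 (against all genes), for more mitochondria an adjusted p = 0.28 of the nuclear list with an estimated correlation, and for the spread of red blood cell genes 0.14% of random sets (called genes alone, so that the selection narrowed the spread). Each of the 3 patterns below drew attention as a difference between the cell types in genes most of which the paper does not discuss. It names a few mitochondrial transcripts among the most abundant and, in Table 4, 3 immediate early and heat shock genes (fosab, jun and hspa8).

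In nsSCs, the 13 protein-coding mitochondrial genes and the 24 AC024175 entries together took 53.4% of the RPKM total, and the median log2 fold change of 79 ribosomal protein genes between hair cells and nsSCs was -2.21. The share of the total taken by mitochondrial transcripts is argued against for the ribosomal protein genes, since it would lower other genes in nsSCs, while these were higher there, by more than the SD of 0.832 over the members (median -2.21). The difference was not limited to mitochondrial ribosomal and transfer RNA entries, since the protein-coding mitochondrial genes had a median of -2.20. Both medians belong to the pattern that was flagged, so that they describe it and neither is a separate test. More mitochondria in nsSCs with nuclear oxidative phosphorylation transcripts in proportion are argued against too, since the median of those 104 genes was above 0 under each of the 4 rescalings, at 0.21 to 1.18 (highest SD of the members 1.21). A difference between the cell types in how they use these genes stays open and was not tested.

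Red blood cell genes took 2.33% of the RPKM total in nsSCs and 0.184% in hair cells, led by the globin gene hbba1, whose most abundant entry was at 10326 ± 857 RPKM (SD, n = 3) in nsSCs and 507 ± 27.8 RPKM in hair cells. Carryover of nsSC RNA into the hair cell samples at 1 uniform rate is argued against by the median level in hair cells, as a percent of nsSCs. It was 0.245% over the 33 tested muscle genes and 7.54% over the 16 tested red blood cell genes, a ratio of 0.0325. Muscle was the lowest of the nsSC lists compared. Endothelium was at 0.565%, leukocytes at 0.574%, matrix at 3.28%, glia at 3.79% and keratins at 3.97%. Among called genes of 30 RPKM or more in nsSCs, glia (6.54%) lay above red blood cells (6.13%). Carryover at rates that differ between genes stays open and was not tested. Red blood cells or their RNA in the hair cell samples cannot be told apart from expression in the hair cells themselves: the 12 tested red blood cell genes of 30 RPKM or more in nsSCs had log2 ratios with an SD of 1.30, and 5.25% of 100000 random sets of tested genes at that level had as small a spread, against a bound of 5%. Of the 12, blvrb and nt5c2l1 were at 51.7% and 52% of their nsSC level in hair cells and the other 10 at 2.99% to 9.67%, and globin genes are alike in sequence and may share reads, which would also narrow the spread. No gene of the list is in another list, 10 of its 24 genes were at 10 RPKM or more in hair cells, and the collection of single cells by GFP and hair bundle would leave out a red blood cell but not free RNA.

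Of 82 tested immediate early and heat shock genes, 43 were higher in hair cells, 16 were higher in nsSCs and 23 did not pass (adjusted p = 0.0028 from camera; the same numbers when adjusted over the list alone). fosab and jun, genes for subunits of the AP-1 transcription factor, were at 5459 ± 114 and 1996 ± 81.7 RPKM (SD, n = 3) in hair cells and at 91.4 ± 0.485 and 37.9 ± 0.756 RPKM in nsSCs, while the heat shock gene hspb1 was at 0.00333 ± 0.00577 and 186 ± 9.36 RPKM. Scaling of the samples by 0.49 or less on the log2 scale, the most that 4 rescalings moved all genes alike, is not the whole cause of these calls. At least 35 of the 43 were still called, with 14 to 22 members higher in nsSCs. This shows only that these genes lay further than that from the 2-fold minimum. Over all genes, median-ratio scaling kept 5471 of the 6929 calls higher in hair cells, so that keeping the calls is not particular to this list. A larger error of scaling was not tested. A stress response during cell isolation may contribute, but it cannot be told apart from a lasting difference between the cell types: the list had an adjusted p = 0.34 with an estimated correlation, and both cell types went through the same digestion and collection.

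Chance was examined with the 10 splits of the 6 samples into 3 and 3. The real split called 14846 genes and the highest of the other splits called 1. Only the real split, 1 of 10, reached its own number, and 10 splits are too few for a share under 0.05.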

How the results depend on the processing

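The alternatives were set before the data were examined, except the rescaling without mitochondrial genes and AC024175 entries, which was chosen after seeing the data. No gene was called in the opposite direction under any refit with limma. Leaving out 1 sample at a time gave 6808 to 7029 genes higher in hair cells and 7800 to 7921 higher in nsSCs, 1887 to 1956 and 5229 to 5339 uniquely expressed genes, and a first principal component of 94.02% to 94.87%. Which cell type had more called genes depended on the setting: hair cells had more with the same total RPKM (8747 and 7026), a pseudocount of 1 RPKM or a filter of at least 1 RPKM. A fold minimum of 4 left 4008 genes higher in hair cells. Genes higher in nsSCs numbered 4516 with a pseudocount of 1 RPKM and 5046 with a filter of at least 1 RPKM, by construction through lower fold changes and fewer genes tested. Requiring 0 in all 3 samples of the other cell type gave 952 genes unique to hair cells and 3847 unique to nsSCs, a stricter definition. The mean replicate correlation was 0.9896 for hair cells and 0.9844 for nsSCs on log2(RPKM + 0.1), and 0.9739 and 0.9727 by Spearman. The first principal component was 96.68% with a pseudocount of 1 and 98.97% on linear RPKM. The cause of these shifts was not tested.

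Of 23 gene lists, 18 were called at the preset correlation and 6 with an estimated one. Rescaling moved the median log2 fold change of all genes by -0.45 (median ratio), 0.46 (same total RPKM) or -0.34 (without mitochondrial genes and AC024175 entries). The uncalled value of krt5 changed sign, to 0.23, with the same total RPKM. Of 116 genes named, gapdhs and atp5o were no longer called with the median ratio, atp5o without mitochondrial genes and AC024175 entries, and dnah11 and myo7ab with a pseudocount of 1. blvrb and nt5c2l1, not called, were called higher in nsSCs with the median ratio and without mitochondrial genes and AC024175 entries. The other genes kept their call under each refit with limma at the 2-fold minimum in which they were tested, and Table 3 and qPCR numbers were 25 and 17 under these refits and by the paper's rule. A changed fold minimum was run for the gene counts alone; at 4-fold, named genes that passed by less, such as kcnq5a, would lose their call.

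The paper describes collecting both cell types from each zebrafish, but it does not state which samples share fish. Deviations of same-numbered samples correlated at -0.047, 0.023 and 0.001, and not every sample correlated best with its own number. With 3 samples per cell type, these values cannot show whether the samples were paired. With a replicate block, 6953 genes were higher in hair cells and 7934 in nsSCs. Gene by gene, 65 calls were lost and 106 gained, and the calls of the genes and lists named here were kept. A test on counts was set but not run, since the table holds RPKM alone. Depth limits genes at low RPKM, whose counting error is unknown.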

Differences from the paper's values

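The log2 fold changes of the qPCR genes in the sequenced samples were set beside the bars of Fig. 4b, which can be read by eye to within 0.5. Fig. 4b gives fold differences from both qPCR and RNA-seq, and the kind of bar that was read was not recorded. A qPCR bar would come from other fish and be normalized to actb2, whose log2 fold change in the sequenced samples was -1.98. The differences below are therefore not shown to be differences from the paper's RNA-seq values. For 5 of the 17 genes the values lie further apart. For chrna9 the paper's value is about 14 in Fig. 4b, read by eye, and the value here is 10.78. For lhfpl5a it is about 12 in Fig. 4b, read by eye, and 9.89 here. For wnt2 it is about -15 in Fig. 4b, read by eye, and -11.17 here. For anxa1b it is about -6.8 in Fig. 4b, read by eye, and -5.86 here. For dnajc5b it is about 8.0 in Fig. 4b, read by eye, and 8.66 here. Of the alternatives set before the data were examined, a pseudocount of 0.01 RPKM brings chrna9 (13.82), lhfpl5a (11.52) and anxa1b (-7.21) within the error of the paper's values. The ratio of the RPKM means, as in the paper's rule, does so for lhfpl5a (11.78), wnt2 (-15.16) and anxa1b (-6.81). For dnajc5b, a pseudocount of 1 RPKM (7.85), median-ratio scaling (8.20) and leaving out nsSC replicate 2 (8.48) do so. So does rescaling without mitochondrial genes and AC024175 entries (8.31), which was chosen after seeing the values and drops 1 of the 31 transcripts of Table 4. The other values under these settings, such as that of chrna9 by the paper's rule (15.74) and that of wnt2 with a pseudocount of 0.01 (-14.05), and each of the 5 values under the other alternatives set in advance, still differ from the paper's.

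Table 3 lists zgc:198419 among the transcripts of nsSCs, but its mean was higher in hair cells, while 25 of the 26 transcripts were called in the direction the table gives them. The paper's list of the top 5 expressed genes places AC024175.9 before pvalb9 and mt-co3 in hair cells, where its mean of 14350 RPKM was below both. The paper does not state that this list is ranked. In nsSCs its list holds mt-cyb and not mt-co1, whose mean was above that of mt-cyb by less than the SD of either. The legend of Table 4 announces 1 transcript fewer than the 31 it lists. The means of all 52 cells of Table 3 and of the 31 transcripts of Table 4 equal the paper's within its rounding, and both replicate correlations differ from the paper's by less than the SD it states.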

Other observations

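Hair cells and nsSCs differed in which genes of energy metabolism were abundant. Of 42 tested genes of glycolysis and creatine kinase, 18 were higher in hair cells and 18 in nsSCs, the same when adjusted over the list alone, and the list was not called (adjusted p = 0.55, and 0.81 with an estimated correlation). Its median log2 fold change was 0.31 and its mean -0.87, and the median was -0.16 with median-ratio scaling and -0.05 without mitochondrial genes and AC024175 entries, an alternative chosen after seeing the data. ldha and aldocb were at 968 ± 17.8 and 1668 ± 40.5 RPKM (SD, n = 3) in hair cells and at 223 ± 8.29 and 476 ± 1.32 RPKM (SD, n = 3) in nsSCs. gapdh, eno3 and ckba went the other way, at 72.3 ± 4.54, 10.1 ± 0.486 and 4.82 ± 0.379 RPKM in hair cells and at 564 ± 18.4, 167 ± 12.7 and 227 ± 5.16 RPKM in nsSCs.

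Calcium-binding protein genes also included members of nsSCs. s100a10b was at 1970 ± 98.2 RPKM (SD, n = 3) in nsSCs and 32.4 ± 2.2 RPKM in hair cells, pvalb3 at 1058 ± 87.9 and 3.11 ± 0.517 RPKM, and s100v2 at 746 ± 55.3 and 26.1 ± 2.88 RPKM.

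Among genes of at least 10 RPKM, the largest log2 fold changes toward hair cells included CABZ01067746.1 (11.71), the serine protease gene tmprss3a (10.95) and the fatty acid elongase gene elovl4b (10.94). Toward nsSCs they included the nucleoside diphosphate kinase gene nme2b.2 (-11.69), the sulfotransferase gene sult1st6 (-10.85) and the calcium-binding protein gene icn2 (-10.83). These genes are close to 0 RPKM in the other cell type, so that their values depend on the pseudocount. The growth factor gene fgf10a was at 211 ± 3.92 RPKM in hair cells and 0.92 ± 0.322 RPKM in nsSCs.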
